A study of Mus musculus and Mus with 18 samples.

How the data were processed

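Gene expression was measured by stranded total RNA sequencing of CD23-positive B cells from the spleens of female F1 mice. The 6 samples analysed came from 129S1 by Cast crosses that carried 1 intact and 1 deleted copy of Xist. Per the labels, the Cast X chromosome was always the inactive one in these mice. The labels put 3 samples in the naive group, which received no treatment, and 3 in the group stimulated in vitro with 1 µM CpG for 24 h. Replicate numbers were taken from the sample titles. The series lists 18 samples, and the other 12, from another cross, are not analysed here.

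Each sample had 2 deposited tables of read counts per gene, one for the 129S1/SvImJ annotation and one for the CAST/EiJ annotation, as the gene identifiers in the files show. The 12 deposited count tables held whole numbers with no normalization. They ended in the summary rows that htseq-count writes, so the authors' counts came from that program or one with its format, per the file contents. The aligner, the versions, the read filters and the way a read was given to a strain are not stated per the labels or the file headers. X-linked counts were far lower in the Cast tables than in the 129 tables while autosomal counts were alike, so a read was counted for 1 strain. Genes lay on the autosomes and the X chromosome. A gene was identified by the name and chromosome in the files, and no coordinates were printed, because the annotation at hand was for assembly GRCm38.p6 and not for the strain genomes. That annotation served only to order neighbouring genes.

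One further deposited table held the authors' list of 104 genes with group means. It gave a mean RPKM over both alleles, a mean SRPM of the inactive and of the active X chromosome, and the ratio of the 2 SRPM values, per the file headers. SRPM is not spelled out in the deposited table. Recomputed as 10000000 times the count over the gene total of the same strain table, averaged over the 3 samples, it matched the deposited values with a median quotient of 1. Since each allele was divided by its own total, the authors' deposited ratio was lower than the ratio of counts, by a median factor of 0.855 in naive and 0.880 in stimulated cells. The RPKM and SRPM columns are means, so they carry no error and no n.

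Reads in the summary rows stayed out of library sizes and tests. Gene counts summed to between 1987266 and 2928236 per sample in the 129 tables and between 2465073 and 3321753 in the Cast tables. Of the reads that aligned, the row for no annotated gene held between 48.1% and 67.1% in the 129 tables and between 44.5% and 62.1% in the Cast tables. Ambiguous reads made up between 0.948% and 1.71% over both. Rows of reads not aligned to the strain held between 78.5% and 84.2% of all rows. Genes without a name took between 5.10% and 7.59% of gene counts in the 129 tables and between 14.4% and 19.7% in the Cast tables. Each library pair from 1 group and strain differed by 6.42 to 17.5 chi-square units per degree of freedom, so no 2 libraries agreed within sampling noise.

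Differential expression was tested in each strain's tables with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with robust estimation, TMM factors, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. The named genes were the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 100 reads and no overlap of the groups. Some genes that this rule or the lists below select are not reported here. Where every library of a group had at most 3 reads, the fold change was computed against a floor of 3 reads and is a lower bound.

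For allelic analyses, 28374 genes were matched between the 129 and Cast tables by a name used once in each and by chromosome. They held 85.3% of 129 and 80.7% of Cast gene counts, and on the X chromosome without Xist 78.6% and 60.3%. The Cast share of a gene or chromosome was its Cast reads over its 129 and Cast reads. Group means of the share were compared by a two-sided exact permutation test, which with 3 against 3 samples cannot give a p below 0.1. Shares of single samples carry 95% Wilson intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

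A change of the Cast-to-129 ratio with stimulation was tested as an interaction term in edgeR, with a term for each sample and 1 library size for both alleles. X-linked genes with at least 10 reads over both alleles in at least 3 samples were tested. A gene was counted as expressed from the Cast X chromosome in a group when each of its 3 samples had at least 10 reads over both alleles, at least 3 Cast reads and a Cast share of at least 10%. For the interaction and for this count, up to 10 genes were named, by smallest p and by highest mean Cast share. Xist was left out of the X-linked Cast share and of this count, and it stayed among the genes of the expression and interaction tests. Lists of 10 constitutive escape genes, 14 X-linked immune genes and 16 B cell activation genes followed the design, and the result of each is given over all genes and over the list alone.

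Same-numbered samples deviated together. The correlation of their deviations from the group means was 0.560, 0.443 and 0.608 in the 129 tables and 0.228, 0.163 and 0.246 in the Cast tables for replicates 1, 2 and 3, across genes, which are not independent replicates. Deviations from a group mean sum to 0, so the correlations of pairs with unlike numbers are not independent of these and were not used. The labels do not say what a number shares, and the pairing rests on the correlations of same-numbered samples. The tests were fitted without the replicate block. Blocked values are given for the total counts of changed genes, the X-linked Cast share and the interaction. The X-linked, both-allele and list counts of the expression tests are given without the block only.

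On counts simulated from the means and library sizes of the real samples, with 200 genes changed, the expression test recovered 87.9% of the changed genes among 10368 tested, with 1.69% of its calls false. The interaction test recovered 71.5% of 200 changed genes among 9937 autosomal genes and 60.0% of 30 changed genes among 267 X-linked genes. All planted changes were larger on the log2 scale than the ratio changes of Rbm3 (0.69) and Eif2s3x (0.60) in the real data. They lay in genes above a minimum of reads. The simulated spread was the same for all genes, with no replicate effect. These rates thus do not give the power for smaller changes.

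The design, the named-gene rule and the alternatives were set before the data were examined, apart from those said to be chosen later. For the interaction, the replicate block and the spread over all matched genes were chosen later. The alternatives were other size factors, the DESeq2 1.42.0 Wald test, other filters, a fold-change minimum, the replicate block, summed alleles, other gene sets, other share thresholds and leaving out each sample in turn. Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and numpy 2.4.6 served for shares, permutations and figures.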

Results

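RNA was sequenced from splenic CD23-positive B cells of female 129S1 by Cast F1 mice, in which sequence differences between the parental strains assign reads to the 129 or the Cast allele. CD23 is a surface receptor of mature B cells. A deleted Xist copy skews X inactivation in these animals, so that reads from the Cast X chromosome come from the inactive X. Xist is the noncoding RNA that coats the inactive X chromosome. The samples were 3 naive and 3 stimulated for 24 h with 1 µM CpG, a DNA oligonucleotide that activates B cells through a Toll-like receptor. The comparisons asked which genes responded to stimulation, and whether expression from the inactive X chromosome changed with it. Between 1987266 and 2928236 reads per sample were counted in genes of the 129 annotation and between 2465073 and 3321753 in genes of the Cast annotation.

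Xist, the gene targeted in these mice, was measured first. The Cast tables held 4753, 6473 and 4613 Xist reads in naive replicates 1, 2 and 3 and 6930, 5661 and 6027 in the stimulated ones. The 129 tables held 751, 922 and 586 Xist reads in the naive and 864, 800 and 795 in the stimulated samples. The 129 share of Xist reads was 13.6% (95% Wilson interval 12.8 to 14.6), 12.5% (11.7 to 13.2) and 11.3% (10.4 to 12.2) in the naive samples. In the stimulated samples it was 11.1% (10.4 to 11.8), 12.4% (11.6 to 13.2) and 11.7% (10.9 to 12.4). The group means, 12.5% ± 1.19 and 11.7% ± 0.650 (SD, n = 3 each), differed by less than the spread between replicates (two-sided exact permutation p = 0.4, smallest possible 0.1). Most Xist reads thus came from the Cast allele in every sample, the direction the labels give. Scaled by the gene counts of each library to CPM, Cast Xist reads averaged 2011 ± 339 in naive and 1914 ± 272 in stimulated cells (SD, n = 3, exact permutation p = 0.6).

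The expression of a large part of the genes differed between naive and stimulated cells on both alleles. No unstimulated culture was among the samples, so effects of CpG, of culture and of a changed cell mix cannot be separated. In the 129 tables, 5842 of 10581 tested genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 2987 higher and 2855 lower in stimulated cells. In the Cast tables, 6445 of 10365 tested genes did so, 3180 higher and 3265 lower. The groups did not overlap for 64.8% of tested genes in the 129 tables and 68.5% in the Cast tables, where chance gives 10%. Of the alternatives, a minimum log2 fold change of 1 moved the counts most, to 4053 and 4310 genes. Among 8587 autosomal genes tested in both sets of tables, 4214 were called in both, 4201 of them in the same direction and 13 in opposite directions. The log2 fold changes of the alleles correlated with Pearson's r = 0.947 and Spearman's rho = 0.936 across these genes, which are not independent replicates.

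The X chromosome differed between the alleles in how many genes were measurable. On the 129 allele, 316 X-linked genes were tested, and 111 were called higher and 74 lower. On the Cast allele, which is the inactive X chromosome, 96 were tested, and 44 were called higher and 10 lower. The median log2 fold change of the tested X-linked genes was 0.17 in the 129 tables and 0.76 in the Cast tables, against -0.02 and -0.04 for autosomal genes. These medians cover different genes: over the 67 X-linked genes tested in both, they were 0.48 in the 129 tables and 0.67 in the Cast tables. Among these 67 genes, 33 were called in both, and 32 of these changed in the same direction. For genes with a low Cast share, a shared direction may come from 129 reads given to Cast.

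The largest rises in the 129 tables included Bcat1 on chromosome 6, the unnamed gene MGP_129S1SvImJ_G0006416 on chromosome 4, Spag5 on chromosome 11 and Bub1 on chromosome 2. Bcat1 (MGP_129S1SvImJ_G0031475) had 1, 0 and 0 reads in the naive samples and 459, 600 and 513 in the stimulated samples, at least 138-fold higher. The unnamed gene was at least 174-fold and Spag5 at least 63.7-fold higher, each with at most 3 reads in any naive sample. Bub1 rose from 1.55 ± 2.27 to 131 ± 49.4 CPM (SD, n = 3), a log2 fold change of 6.30 (SE 0.80, edgeR adjusted p = 0.00107).

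In the Cast tables the largest rises included Gm12678, Ccl3, Bcat1 and Aunip. Gm12678 on chromosome 4 was at least 118-fold, Ccl3 on chromosome 11 at least 117-fold and Aunip on chromosome 4 at least 56.8-fold higher. Bcat1 rose by a log2 fold change of 6.98 (SE 0.42, edgeR adjusted p = 1.89e-06), from 2.62 ± 2.81 to 346 ± 29.7 CPM (SD, n = 3).

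The largest falls were nearly complete. C1qb in the 129 tables had 2221, 820 and 1370 reads in the naive samples and 0, 1 and 1 in the stimulated samples, at least 622-fold lower. Vcam1 was at least 493-fold, Fcna at least 486-fold, Trf at least 165-fold and Cd163 at least 162-fold lower. On the Cast allele, C1qb was at least 657-fold, Axl at least 572-fold, C1qa at least 204-fold, Fcna at least 193-fold and Cd300a at least 129-fold lower. All had at most 1 read in any stimulated sample. The naive level of these genes varied between replicates, with C1qb in the 129 tables at 661 ± 308 CPM (SD, n = 3). A list of 16 macrophage marker genes, none of them named above, had 13 members with at least 30 reads, and all 13 were lower in every stimulated sample than in any naive sample.

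Of 16 genes listed for B cell activation, 14 were tested in the 129 tables. There 11 passed the threshold over all genes, and 11 passed when adjusted over the list alone, 9 of the 11 in the listed direction. On the Cast allele, 12 of 15 tested passed, and 12 passed adjusted over the list alone, 10 in the listed direction. On the 129 allele, Batf rose by 4.66, Mki67 by 4.29, Ccnd2 by 2.43 and Il2ra by 2.37 in log2 fold change. Fcer2a, which encodes CD23, fell by 5.22 and S1pr1 fell by 4.37. Against the listed direction, Cd86 fell by 3.03 in the 129 tables (adjusted p = 1.60e-04) and by 2.73 in the Cast tables (adjusted p = 7.72e-04, edgeR). Irf4 fell by 0.51 in the 129 tables (edgeR adjusted p = 0.0226) and did not change past the threshold in the Cast tables (adjusted p = 0.516). Its 129 adjusted p rose to 0.0696 without naive replicate 2, to 0.0780 without stimulated replicate 1 and to 0.0845 without stimulated replicate 3. Cd69 fell by 2.01 in the Cast tables (edgeR adjusted p = 2.06e-04). Its fall of 0.53 in the 129 tables did not pass (adjusted p = 0.189), and without naive replicate 2 it did (edgeR adjusted p = 0.00714).

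The 10 constitutive escape genes, which are known to be expressed from inactive X chromosomes, had 8 members tested in the Cast tables, and 6 were called, all 6 higher, over all genes and adjusted over the list alone. On the 129 allele, 9 were tested and 5 were called, 4 higher and 1 lower, with 5 adjusted over the list alone. Of 14 X-linked immune genes, 8 were tested in the 129 tables. Over all genes 5 were called and 6 adjusted over the list alone, and all 5 were lower. They included Tlr7, which fell by 3.59, and Il2rg, which fell by 1.55. On the Cast allele, 5 were tested and 3 called, 1 higher and 2 lower, with 3 adjusted over the list alone. Was was the one that rose there, by a log2 fold change of 0.97 (edgeR adjusted p = 0.0101). In the 129 tables Was fell by 0.55 (edgeR adjusted p = 0.0306). The 2 lower genes on the Cast allele, Il2rg and Msn, had mean Cast shares of 2.99% and 2.37% in naive cells. Both shares lie under the 4.85% of Igf2r reads on its silent Cast allele. Their falls may therefore come from 129 reads given to Cast, since both genes also fell in the 129 tables.

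The share of X-linked reads from the Cast allele was then compared, over 1047 matched genes without Xist. It was 5.68% (95% Wilson interval 5.51 to 5.85), 6.43% (6.25 to 6.61) and 7.69% (7.48 to 7.91) in naive replicates 1, 2 and 3. After stimulation it was 9.58% (9.39 to 9.78), 8.99% (8.80 to 9.18) and 9.11% (8.92 to 9.30). The means were 6.60% ± 1.02 and 9.23% ± 0.311 (SD, n = 3), a rise of 2.63 percentage points with no overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 samples allow). The autosomal Cast share, the background for this measure, was 52.7% ± 0.793 and 52.9% ± 0.812 (SD, n = 3, exact permutation p = 0.7). Differences between same-numbered samples were 3.90, 2.56 and 1.42 points. Over the 230 X-linked genes with at least 10 reads in every sample, the median Cast share was 2.96% ± 0.678 in naive and 3.09% ± 0.625 in stimulated cells (SD, n = 3, exact permutation p = 0.7). Rbm3 gave 19.8% of X-linked Cast reads in naive and 31.0% in stimulated cells. Without Rbm3, an alternative chosen after its values were seen, the rise was 1.19 points, the groups overlapped and the exact permutation p was 0.3.

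**Figure D1:**
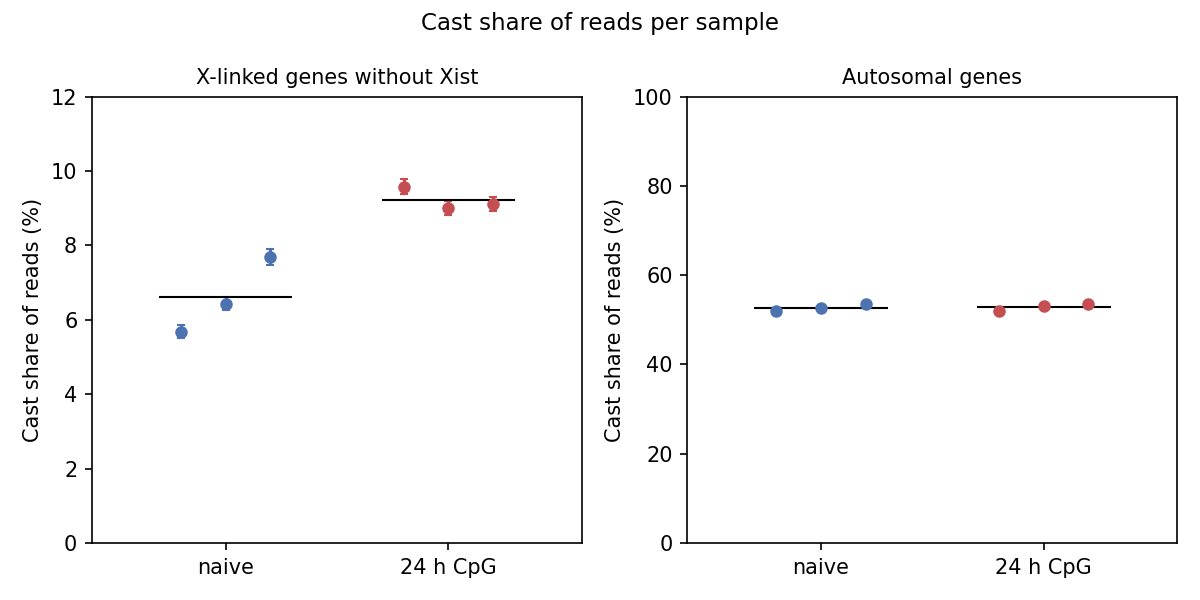
Cast share of reads in percent for each sample, over X-linked genes without Xist (left) and autosomal genes (right), for naive cells and cells after 24 h of CpG. Points are samples with 95% Wilson intervals and lines are group means. The 3 stimulated samples lie between 8.99% and 9.58% on the X chromosome, above the 3 naive samples, and the autosomal shares overlap.

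Whether single genes changed their Cast-to-129 ratio with stimulation was tested for 275 X-linked genes, Xist among them. None passed an adjusted p of 0.05, and 17 had an unadjusted p under 0.05. The same test called 102 of 10089 autosomal genes. With the replicate number as a block, an alternative chosen after the data were examined, the test called 1 X-linked gene, Rbm3 (edgeR adjusted p = 0.00584). With the block and the spread estimated over all matched genes, also chosen later, it called 10 of 275 genes, 9 toward Cast and 1 toward 129. That fit called 771 of 10089 autosomal genes, so the share called was 3.64% on the X chromosome and 7.64% on autosomes. All 10 had an unadjusted p under 0.05 and no overlap of the groups without the block.

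Among the 10 genes with the smallest p, the Cast share of Was rose from 7.56% ± 1.73 to 19.4% ± 1.96 (SD, n = 3), a log2 change of the ratio of 1.55 (SE 0.40, edgeR adjusted p = 0.307 without the block). Adjusted over the immune gene list alone, Was passed (edgeR adjusted p = 0.0101). In the blocked fit over all matched genes its edgeR adjusted p was 7.29e-06. Rbm3 rose from 54.7% ± 2.91 to 66.1% ± 2.70 (SD, n = 3), a log2 change of 0.69 (SE 0.19, edgeR adjusted p = 0.307, and 2.48e-08 in the blocked fit). Cfp moved the other way, from 13.5% ± 1.72 to 6.18% ± 1.52 (SD, n = 3), with a log2 change of -1.26 (SE 0.37, edgeR adjusted p = 0.307, and 8.20e-04 in the blocked fit). Eif2s3x rose from 27.7% ± 0.864 to 36.8% ± 0.937, Ftx from 9.28% ± 4.66 to 22.0% ± 3.88 and Rbbp7 from 22.7% ± 3.57 to 46.8% ± 8.94 (SD, n = 3). In the blocked fit their edgeR adjusted p was 7.54e-04, 8.20e-04 and 0.0230. Tmem29, Jpx and Stk26 rose as well, with few reads behind them, on a mean of 2.67 (Tmem29) to 4.33 (Stk26) Cast reads in naive and 14.7 to 21.3 (Jpx) in stimulated samples, and their edgeR adjusted p in the blocked fit was 0.00263, 0.0495 and 0.0495. Atp7a had a mean of 3.67 Cast reads in naive and 0.333 in stimulated samples, too few for a fold change, and it did not pass in the blocked fit (edgeR adjusted p = 0.221). Constitutive escape genes numbered 8 in this test, and without the block 0 passed over all genes or adjusted over the list alone, with 7 of the 8 toward Cast. In the blocked fit over all matched genes 4 of the 8 passed, all 4 toward Cast: Eif2s3x, Ftx, 5530601H04Rik (edgeR adjusted p = 0.00693) and Jpx. Of 8 immune genes, 0 passed over all genes without the block and 1 when adjusted over the list alone, and in the blocked fit 1 passed, which was Was.

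**Figure D2:**
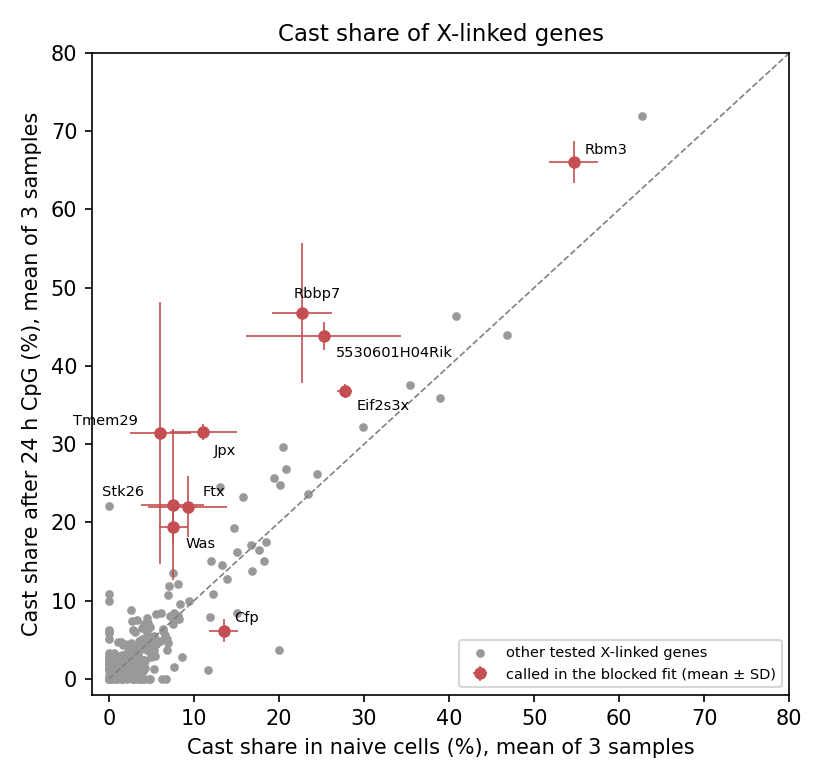
Mean Cast share of each tested X-linked gene in percent, in naive cells (horizontal axis) and after 24 h of CpG (vertical axis), for the 262 genes other than Xist with reads in every sample. The dashed line marks equal shares. Red points with SD bars (n = 3) are the 10 genes called in the fit with the replicate block and the spread over all matched genes, of which Cfp lies below the line. Most grey points lie near 0 on both axes.

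By the 10% criterion, 22 of 246 genes with enough reads were expressed from the Cast X chromosome in naive cells and 27 of 254 in stimulated cells. The groups shared 17 genes, with 5 in naive cells alone and 10 in stimulated cells alone. Of the 10, 7 had enough reads in naive cells to be judged there, and of the 5, 3 could be judged in stimulated cells. A difference between the groups was not tested by this count. Across both groups, among the genes that met this criterion and had reads in every sample, the highest mean Cast shares were those of Pin4 (67.3%), Rbm3 (60.4%), Praf2 (45.4%), Zfp300 (43.6%), Kdm5c (36.5%), Rbbp7 (34.7%), 5530601H04Rik (34.5%), Eif2s3x (32.3%) and Rbmx2 (31.1%). Kdm5c, a constitutive escape gene, had a Cast share of 35.4% ± 2.14 in naive and 37.5% ± 1.91 in stimulated cells (SD, n = 3), a difference within the spread. Pin4 and Zfp300 rested on few reads, with 2 to 15 reads per sample from the 129 allele of Pin4 and 2 to 13 from the Cast allele of Zfp300. Gm15228 had at most 1 read per allele in any stimulated sample, so only its naive share of 28.6% ± 8.59 (SD, n = 3) is given. Shares above 50%, as of Pin4 and Rbm3, exceed what equal output of both X chromosomes gives, and how reads of near-identical gene copies were counted is not stated, so these shares are uncertain.

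The authors' deposited table lists 104 genes, 103 without Xist, with an inactive-to-active X ratio of mean SRPM for each group. In the authors' deposited table the ratio was higher in stimulated cells for 68 and lower for 34 of the 102 genes with both values. The median ratio was 0.0422 in naive and 0.0437 in stimulated cells. In the plot of mean Cast shares from counts, over a different set of 262 genes, 142 lay above the line of equal shares and 114 below. The authors' scaling lowered the ratio more in naive cells (median factor 0.855) than in stimulated cells (0.880). Part of the excess of higher ratios in stimulated cells, and of the rise of the median ratio, may thus come from the scaling. The ratio exceeded 0.1 for 27 genes in naive and 31 in stimulated cells, and it stayed below 0.05 in both groups for 52 genes of the authors' deposited table. For Rbm3 the authors' deposited table gives 1.04 and 1.74, for Was 0.0700 and 0.208, and for Cfp 0.135 and 0.0555, in naive and stimulated cells. Of the 32 genes counted above as expressed from the Cast X chromosome in either group, 29 are in the authors' deposited table. The other 3 are Gemin8, Gm15228 and Zfp300, and 74 genes of the table fell short of the 10% criterion in both groups. The table holds means alone, so no test was made on it.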

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

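The number of genes that differed between naive and stimulated cells stayed within 1.5 times of the reported count under every alternative. It ranged from 4053 to 7105 against 5842 in the 129 tables and from 4310 to 7196 against 6445 in the Cast tables. Across the 6 fits that each left out one sample it ran from 5216 to 5477 and from 5987 to 6319. The share of higher genes among them stayed between 49.2% and 51.7% in the 129 tables and between 48.4% and 50.8% in the Cast tables. With the replicate block the counts were 6884 and 6868, of which 5801 and 6384 were among the genes called without it.

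The Cast share of X-linked reads rose under each alternative, by 1.08 points without the 10 genes with most reads, by 2.00 without the constitutive escape genes and by 2.36 after division by the autosomal ratio. Its smallest rise, 0.131 points, was that of the median gene. Across the 6 comparisons that each left out one sample it ran from 2.17 to 3.17 points. The paired version with the replicate block gave 2.63 points and an exact sign-flip p of 0.25, the smallest that 3 pairs allow. No p in this family could pass 0.05, so none speaks for stability.

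The interaction test called 0 X-linked genes in each alternative set beforehand, the 6 fits that each left out one sample included (0 to 0). Of the fits chosen after seeing the data, the spread over all matched genes gave 2 genes (Was and Eif2s3x), the replicate block 1 (Rbm3) and both together 10. The cause of these moves was not tested beyond the segment analysis under the other observations. In the expression tests, the block changed no call among the genes of largest change and, in the 129 tables, the B cell activation genes. In the interaction test, Ddx3x reversed, from -0.03 on the log2 scale to 0.06 without naive replicate 3 and 0.12 without stimulated replicate 1. Its range was from -0.14 to 0.12 across the 6 fits that each left out one sample.

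The count of genes expressed from the Cast X chromosome depended on its threshold. A Cast share of at least 5% gave 43 genes in stimulated cells against 27, and 33 against 22 in naive cells. A lower Wilson bound over 1% gave 67 genes in naive and 79 in stimulated cells. Both are looser criteria by construction. At least 30 reads gave 17 and 25, and 2 of 3 samples 29 and 35. Leaving out one replicate number gave 23 to 26 genes in naive and 29 to 30 in stimulated cells. The minimum of 10 reads leaves a share that 1 or 2 reads can move across the criterion, which limits the count for genes with few reads. The overlap with the authors' deposited table was 29 genes, also among genes with a mean RPKM of at least 1, and 29 to 31 without one replicate number. A smaller pseudocount was not run for that table, which holds group means. No paired analysis was possible for the table because it has no samples.

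Among 581 values of 49 single-gene results under alternatives, 561 kept their direction and their side of the threshold, 15 newly passed it, 3 no longer passed it and 2 reversed.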

Other observations

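The tests on imprinted genes, the strand of counting, library batch, a second haplotype, cells with the 129 X inactive, RNA of macrophages and other cells, strain bias from the level of Igf2r, and the scaling of the authors' table were chosen after the pattern was seen. The removal of Rbm3 and the fit with the replicate block and the spread over all matched genes were also chosen later. The others were chosen before their values were seen.

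Other splits of the 6 samples were fitted with the same tests. For the 129 allele, 1 of the 10 splits, the real one, gave as many genes with an adjusted p under 0.05, and the other 9 gave 0. For the Cast allele it was also 1 of 10, with 0 in the others. For the interaction the real split gave 0, so all 10 of 10 splits gave as many by construction, and this count says nothing. The split of naive replicates 1 and 2 with stimulated replicate 1 against the rest gave 2 genes. By unadjusted p under 0.05 the real split gave 17 genes. The other 3 splits that part all same-numbered pairs gave 10, 8 and 5, and 2 of the splits that part 1 pair gave 18 and 20. In the blocked fit over all matched genes, the real split gave 10 and the same 3 splits gave 0. With 10 splits the share cannot fall below 0.1. The blocked fit was run on the real split and these 3 others only, so its smallest possible share is higher. For the expression tests the real split stood alone. Each of the other 9 splits mixes naive and stimulated samples, so the difference between the groups widens their spread. Their lack of calls therefore does not measure how many calls are false.

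The genes lost after stimulation were led by C1qa, C1qb, Fcna, Cd163, Axl and Vcam1. A candidate explanation is RNA of macrophages in the naive preparations, which culture then removed. It was tested on 16 macrophage genes that had not drawn attention. Of the 13 with at least 30 reads, all 13 fell with no overlap of the groups. Their most abundant members in naive cells were Ctsb at 1632, Hmox1 at 655, Slc40a1 at 593 and Csf1r at 466 CPM, and their median fell from 117 to 1.85. They also varied together between naive samples: 7 of the 13 had the order replicate 1 over 3 over 2, where chance gives 2.17, and the median gene was 1.93 times as high in replicate 1 as in replicate 2, against 0.964 for 7449 genes with at least 30 reads. Stimulated cells still expressed 3 of the 13 at 10 or more CPM, so some of the list is shared with B cells. RNA of T cells, neutrophils or erythroid cells at the same level is argued against. The highest of their median levels in naive cells was 15.6 CPM, for erythroid genes. T cell genes had 3.78 and neutrophil genes 3.03. Most of these fell too: 5 of 7, 5 of 5 and 5 of 5 without overlap for T cell, neutrophil and erythroid genes. A loss of these transcripts in the B cells themselves stays open and was not tested, since no unstimulated culture was among the samples. Part of the falls in the report, and the fall of the Cast share of Cfp, may then reflect other cells.

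The ratio of 129 to Cast reads of autosomal genes deviated in the same way in same-numbered samples, with correlations of 0.759, 0.675 and 0.762 across 6933 genes. A library batch shared by same-numbered samples is argued against, because deviations ran along the chromosomes. Neighbouring genes correlated at 0.487, against at most 0.0274 in 100 shuffles of gene order. Of 337 windows of 20 neighbouring genes, 23 on 11 chromosomes differed between replicate numbers by over 0.5 log2 in both groups, and no shuffle gave any. In those windows the counts differed between replicates by a median of 0.66 log2 in the 129 tables and 0.39 in the Cast tables, and in 22 of the 23 the range was larger in the 129 tables. A candidate explanation is that the non-Cast parents carried segments of a second haplotype, so that reads there match the 129 genome less well in some mice. If so, same-numbered samples may have come from 1 mouse or may share only these segments, which was not tested. Either may account for part of the gain in calls under the replicate block. X-linked genes were not part of this test, and a biological difference between the mice was not tested.

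Between 11.1% and 13.6% of Xist reads were in the 129 tables. Cells with an inactive 129 X chromosome are argued against, since they would raise the Cast share of all silenced genes to that level, and the median X-linked gene had a Cast share of 2.95% over the 6 samples. Strain misassignment of reads at the rate seen in imprinted genes cannot be told apart from transcription of the deleted copy: of 5 imprinted genes expressed from the Cast allele, 1 (Mcts2) had a share of 129 reads as high, at 45.3%, and misassignment differs from gene to gene. The other 4 ranged from 2.16% (Kcnq1ot1) to 8.50% (Impact). Transcripts from what remains of the deleted copy were not tested.

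Low Cast shares of X-linked genes may hold 129 reads given to Cast, and the data say little on how many. Only imprinted genes expressed from the 129 allele measure that error. One such gene had at least 100 reads, Igf2r, with 4.85% of its reads on the silent Cast allele, against 2.95% for the median X-linked gene. With 1 gene, misassigned reads and low expression from the inactive X chromosome cannot be told apart for genes with a low Cast share.

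Strain differences in mapping or annotation could also lift a silenced gene past 10%. From the median X-linked gene this takes a bias of 3.66-fold toward Cast. Of 8562 autosomal genes, 5.09% had it, which would give 11.7 of 230 X-linked genes, and 27 were counted (two-sided Fisher exact p = 1.19e-04). From the silent Cast share of Igf2r it takes 2.18-fold, and 10.8% of autosomal genes had that bias, which would give 24.8 X-linked genes (two-sided Fisher exact p = 0.592). Since 1 gene sets the starting level, this count cannot tell such bias from inactive X expression for the genes counted at 10%. A bias equal in both groups would leave the share of a gene unchanged by stimulation. In the blocked fit over all matched genes, 4 of 8 constitutive escape genes passed, all 4 toward Cast. Among them, Eif2s3x rose from 27.7% ± 0.864 to 36.8% ± 0.937 (SD, n = 3). This argues against bias alone for these 4, of which Jpx had few reads. The rest of the list did not pass, and without the block 0 passed.

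The rise of the Cast share of X-linked reads may come from a few abundant genes. Without the 10 X-linked genes with most reads, which hold 54.2% of X-linked Cast reads, the rise was 1.08 points with no overlap of the groups. Without Rbm3 it was 1.19 points and the groups overlapped. Rbm3 thus carried a large part of the rise of 2.63 points, and the median gene rose by 0.131 points. Mean reads of Rbm3, not scaled for depth, went from 697 to 1294 in the 129 tables and from 847 to 2556 in the Cast tables. More reads of a gene with a high Cast share raise the summed share even where no gene changes its own share. Whether the other X-linked genes rose as a group cannot be told with 3 samples in each group.

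The ratios in the authors' deposited table depend on scaling each allele by its own library. The deposited SRPM equalled the recomputed value, with a median quotient of 1 in each group and strain. Gene totals were larger in the Cast tables, where unnamed genes took up to 19.7% of counts, and the deposited ratios were lower than ratios of counts by a median factor of 0.855 in naive and 0.880 in stimulated cells. The factor differed between genes, since the totals differed between samples.

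Reads in no annotated gene made up 62.6% ± 2.02 of aligned reads in naive and 50.4% ± 4.10 in stimulated cells (SD, n = 3, exact permutation p = 0.1, the smallest possible), over both strain tables. Counting on the wrong strand is argued against, since Tsix, which runs antisense to Xist, had 7 reads in the 12 tables and Xist 39175. Intronic reads of unspliced RNA and gaps in the strain annotations stay open, as does a difference between naive and stimulated cells in either, and none was tested.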
